A study of Mus musculus with 16 samples. Its data were reported in "Vasculogenic tissue nanotransfection accelerates functional recovery after peripheral nerve injury" (2026).

How the data were processed

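Fibroblast RNA-seq libraries from 4 groups (Sham, EFF111, EFF112 and Naive, with 4 libraries each) were analysed from 2 deposited tables. Groups and replicate numbers were taken from the sample titles. Each of the 16 value columns in both tables matched the labels of 1 sample, and 0 were left without a sample. The labels gave no sequencing date or batch beyond a name for each library.

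Per the study's methods, the authors' sequencing provider removed adapter and low-quality reads, aligned the rest to the mouse genome with Hisat2, counted reads per gene with featureCounts, and called differential expression with DESeq2. The deposited count table holds raw whole-number counts for 56748 genes. The FPKM table deposited by the authors divides each count by gene length and by 1 effective library size per library. That size, recovered from the FPKM values, lay between 0.9753 and 1.0421 times the count total. Aligner and counter settings for strand and for reads with several matches were not stated, so counts of overlapping genes, antisense genes and near-identical gene copies are uncertain. No genome build was named. Of 52073 genes shared with the GENCODE M21 annotation (GRCm38), 1435 (2.76%) had the same position, so coordinates are given only as deposited, and coordinates of that annotation were not used.

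Genes were kept by edgeR's filterByExpr, scaled by TMM and compared pair by pair with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, using the 8 libraries of each comparison and no covariate. Benjamini-Hochberg adjustment was over all genes tested. A gene was called at an adjusted p of at most 0.05 and a fold change of at least 2. The study's text gives a fold change of 2 in one place and a log2 fold change of 2 in another, so the stricter setting was run as an alternative. Standard errors were derived from the fold change and its F statistic. CPM values use TMM factors from all 16 libraries. Fold changes against a group with at most 3 counts in every library were computed against the level of 3 counts and are lower bounds, which cover counting error only. At 15.4 to 32.1 M counts per library (1 M is 1000000 counts), 3 counts correspond to between 0.0924 and 0.199 CPM.

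The 8 gene lists (endothelial, study vascular, notch, interferon, inflammatory, p53, proliferation and fibroblast) were tested with camera in limma 3.58.1 on log2 CPM, two-sided, with a preset correlation of 0.01 and adjustment over 32 tests. The study's gene ontology and gene set enrichment analyses were not repeated, and its gene sets were not used here. The groups, tests, lists, alternatives and the rule for naming genes were fixed before the data were examined. The rule named the delivered factors, the 14 vascular genes, Pecam1, Fgf2, Vegfd, up to 3 members of a list, and, among protein-coding genes past the threshold with non-overlapping groups and at least 1 CPM, the 5 highest and 5 lowest fold changes against Sham and the 3 highest and 3 lowest in the other comparisons. Genes named outside the rule are marked as chosen after their values were seen.

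The alternatives were DESeq2 1.42.0, no filter, RLE scaling, upper-quartile scaling, all 16 libraries in one fit, the replicate number as a block, a log2 threshold of 2, no fold change threshold, protein-coding genes only, limma (trend) on log2(FPKM + 1) for genes with a mean FPKM of at least 1 in either group, each library left out in turn, and, for lists, fry and camera with an estimated correlation. Fold changes on the log2(FPKM + 1) scale understate changes of low genes. Other splits were counted over all 35 ways to part 8 libraries into 4 and 4.

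The tests were tested on simulated data with 200 genes changed by known amounts. The quasi-likelihood test recovered 198 of these among 14322 genes and called 4 unchanged genes. DESeq2 recovered 198 with 4 unchanged genes among 14672 genes, and limma on log2(FPKM + 1) recovered 161 with 1 unchanged gene among 11887 genes. All changed genes lay above a count minimum and changed by more than the fold change threshold, so recovery of weaker changes was not tested. Of 200 sets of unchanged genes, 1 had p under 0.05 with camera and 10 with fry. Each gene was drawn independently, so these sets do not test camera's preset correlation. No pair of replicate libraries agreed within sampling noise. Chi-square per degree of freedom over genes was between 2.29 and 17.1 in the 24 pairs, so each library was counted as 1 replicate. That check cannot tell separate cultures from separate preparations of 1 culture. The study calls its replicates biological without describing how they were made. Further lists (glucocorticoid, cartilage, macrophage, clock, Y-linked and X-inactivation genes, and all Hox genes) were written after patterns in the data were noticed and serve only the closing observations and the values on cell origin. Of the cartilage list 3 of 16 genes and of the macrophage list 8 of 12 genes were at 1 CPM or more in Naive. Gapdh-like pseudogenes were found with BLAST 2.17.0 against GENCODE M21 transcripts, at an identity of at least 80% over at least 150 bases, and matched to the counts by gene identifier.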

Results

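RNA-seq was performed on primary mouse embryonic fibroblasts (PMEF cells, a commercial stock of fibroblasts prepared from mouse embryos). The cells were electrotransfected, meaning that an electric pulse carried plasmids into them, and RNA was collected 24 hours later. The plasmids encoded the transcription factors Etv2, Fli1 and Foxc2, together called EFF. There were 4 groups of 4 libraries. EFF111 received the factors in equal parts by mass, and EFF112 received 2 parts of the Foxc2 plasmid for 1 part of each of the others. Sham received an empty vector, and Naive fibroblasts were not transfected. The 16 libraries held between 15.4 and 32.1 M counts assigned to genes (1 M is 1000000 counts). The mean total was 16.9 ± 2.55 M in Sham, 20.2 ± 4.43 M in EFF111, 21.7 ± 7.12 M in EFF112 and 18.6 ± 3.52 M in Naive (SD, n = 4 each). All gene levels below are normalised read counts in CPM (counts scaled to a library of 1000000), as mean ± SD over 4 libraries per group, and fold changes come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was counted as changed when its adjusted p was at most 0.05 and its absolute log2 fold change at least 1. Gene positions are those in the deposited table, which names no genome build, so they cannot be read on a given assembly without a check.

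Principal component analysis of 15942 genes placed the transfected groups apart from Naive. The first component carried 80.0% of the variance and the second 7.9%. Pearson correlations of log2 CPM across genes lay between 0.9865 and 0.9925 for pairs of libraries within a group. They lay between 0.9878 and 0.9916 between EFF111 and EFF112 libraries, between 0.9724 and 0.9768 between EFF and Sham libraries, and between 0.8308 and 0.8512 between transfected and Naive libraries. Genes are not independent replicates in these correlations.

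**Figure D1:**
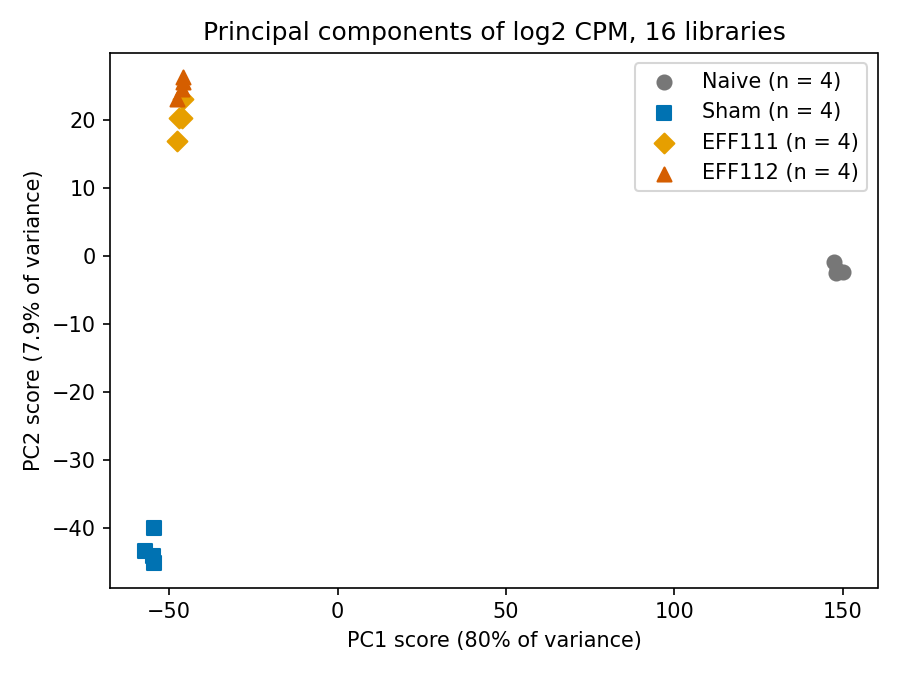
Scores of the 16 libraries on the first and second principal components of log2 CPM, with 1 point per library and 4 libraries per group. The first component (80.0% of the variance) separates the Naive libraries from the other 12.

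The delivered factors were examined first, as a check of the sample labels. Etv2 (ENSMUSG00000006311, chromosome 7, 30333041 to 30335277) had 0 counts in every Sham and Naive library. It reached 91.1 ± 3.13 CPM in EFF111 and 101 ± 15.4 CPM in EFF112. Set against the level that 3 counts would give in the Sham libraries, Etv2 was at least 498-fold higher in EFF111 and at least 555-fold higher in EFF112. Fli1 (ENSMUSG00000016087, chromosome 9, 32333500 to 32454157) was at 3.81 ± 0.677 CPM in Sham, 199 ± 5.76 CPM in EFF111 and 162 ± 22.8 CPM in EFF112. Its log2 fold change against Sham was 5.71 ± 0.095 (SE; adjusted p 2.05e-15) in EFF111 and 5.41 ± 0.13 (adjusted p 1.32e-13) in EFF112. Foxc2 (ENSMUSG00000046714, chromosome 8, 121842910 to 121845634) was at 52.9 ± 2.5 CPM in Sham, 216 ± 22.7 CPM in EFF111 and 345 ± 56.7 CPM in EFF112. Its log2 fold change against Sham was 2.04 ± 0.076 (adjusted p 1.59e-11) and 2.71 ± 0.099 (adjusted p 1.28e-11), respectively. Foxc2 was also 2.54 ± 0.078 higher on the log2 scale in Sham than in Naive (adjusted p 1.12e-13), where it was at 9.15 ± 0.726 CPM. Counts per gene do not separate plasmid transcripts from those of the cell's own gene.

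**Figure D2:**
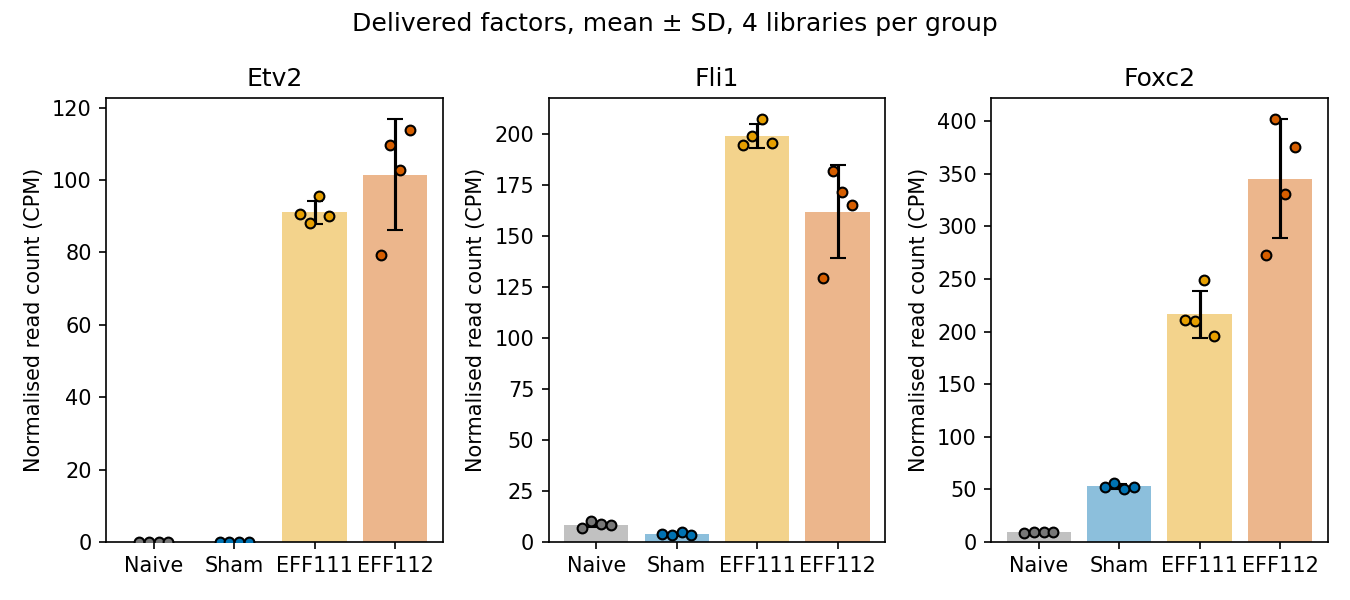
Normalised read counts (CPM) of Etv2, Fli1 and Foxc2 by group. Bars give the mean, error bars the SD and points the 4 libraries of each group. Etv2 is at 0 in Sham and Naive, and Foxc2 is at 345 CPM in EFF112 and 216 CPM in EFF111.

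The comparison of EFF111 with Sham asks what the factors in equal parts changed beyond electrotransfection with an empty vector. Of 14672 genes tested, 328 were higher and 359 were lower in EFF111. The alternative that moved these counts most while keeping the threshold was limma on log2(FPKM + 1), with 81 higher and 174 lower. Among protein-coding genes whose libraries did not overlap between the groups (a separation that chance gives to 2.86% of unchanged genes), Tchh (chromosome 3, 93349637 to 93356384) rose from 0.198 ± 0.112 CPM in Sham to 7.42 ± 0.952 CPM, a log2 fold change of 5.11 ± 0.278 (adjusted p 1.21e-09). Mmp1a and Tmem132e had log2 fold changes of 4.63 ± 0.512 and 4.28 ± 0.338, and the value for Mmp1a was 5.93 with Sham replicate 2 left out. Adamts8 and Ppbp were at or under 3 counts in every Sham library and were at least 14.5-fold and at least 11.3-fold higher in EFF111. The genes with the lowest fold changes included Serpina3n (chromosome 12, 104372988 to 104380588), which was at 1430 ± 197 CPM in Sham and 26.6 ± 5.38 CPM in EFF111, a log2 fold change of -5.75 ± 0.138 (adjusted p 1.33e-13). Fam107a had a log2 fold change of -8.20 ± 0.388, with counts between 0 and 4 in the EFF111 libraries, and the value was -11.27 with EFF111 replicate 2 left out. Serpina3m, Timp4 and Slc6a12 were at or under 3 counts in every EFF111 library and were at least 174-fold, at least 20.3-fold and at least 12.9-fold lower than in Sham. Serpina3m and Serpina3n lie in a cluster of related genes, and how reads shared between them were counted is not stated.

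The same question was asked of EFF112. Of 14635 genes tested, 407 were higher and 386 were lower than in Sham. The named genes were the same as for EFF111. Tchh was at 9.13 ± 1.51 CPM, a log2 fold change of 5.40 ± 0.279 (adjusted p 6.85e-10), and Mmp1a and Tmem132e had log2 fold changes of 4.49 ± 0.521 and 3.98 ± 0.346 (5.798 for Mmp1a with Sham replicate 2 left out). Adamts8 was at least 14.9-fold and Ppbp at least 16.2-fold higher than in Sham. Serpina3n fell to 20.9 ± 2.12 CPM, a log2 fold change of -6.08 ± 0.107 (adjusted p 1.06e-14). Serpina3m, Fam107a, Timp4 and Slc6a12 were at or under 3 counts in every EFF112 library. Serpina3m was at least 180-fold, Timp4 at least 21.1-fold and Slc6a12 at least 13.4-fold lower than in Sham, and the bound for Fam107a was a log2 fold change of -6.81.

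Across the 14466 genes tested in both comparisons, log2 fold changes in EFF111 and EFF112 correlated with a Pearson r of 0.948. Both fold changes use the same Sham libraries, which alone makes them correlate. In 20 simulations in which the Sham, EFF111 and EFF112 libraries were all drawn from the same means, r averaged 0.535 and lay between 0.512 and 0.559. In the deposited counts 265 genes were higher in both and 320 were lower in both, 585 in all, and 0 had opposite directions. The simulations gave 0 shared genes in every case. The r depended on the filter for low counts and was 0.749 with none.

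**Figure D3:**
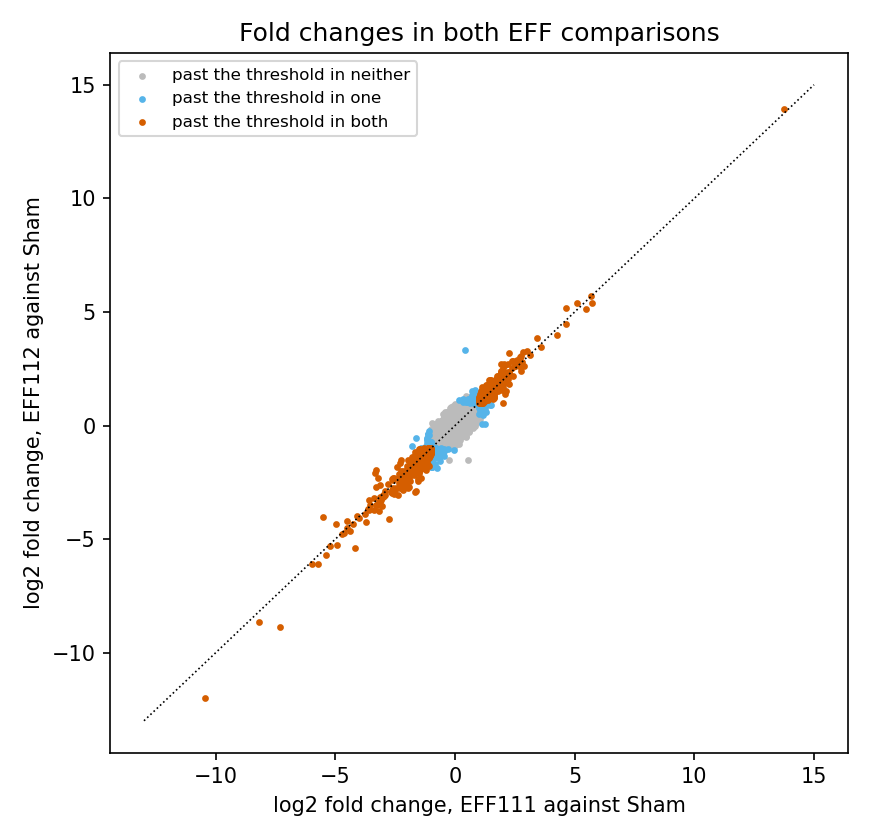
Log2 fold change in EFF112 against Sham (y axis) plotted on that in EFF111 against Sham (x axis), with 1 point per gene and colours for genes past the threshold in neither, one or both comparisons. Most points lie along the dotted line of equal change (r = 0.948).

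EFF112 was then compared with EFF111 directly, which asks what the extra part of Foxc2 plasmid changed. Of 14897 genes tested, 0 were past the threshold in either direction, while 1348 had an unadjusted p under 0.05. With no fold change threshold, 21 genes were higher and 5 were lower at an adjusted p of at most 0.05, and their absolute log2 fold changes did not exceed 0.82. Without EFF111 replicate 4, 6 genes were lower past the threshold, and without EFF112 replicate 3, 2 were higher. Foxc2 was higher in EFF112 by 0.67 ± 0.094 on the log2 scale (adjusted p 0.00225). Etv2 (0.15 ± 0.083, adjusted p 0.618) and Fli1 (-0.30 ± 0.077, adjusted p 0.182) had adjusted p values over 0.05, although Fli1 had an adjusted p under 0.05 with DESeq2 (0.0321), with no filter (8.84e-06) and without EFF111 replicate 4 (0.0377), in a range from 8.84e-06 to 0.442 over 15 alternatives. For Foxc2 that range was 2.4e-35 to 0.12, and the value over 0.05 was that of limma on log2(FPKM + 1). Of 6 genes that the study named as more up-regulated in EFF112 than in EFF111, Nrp2 was higher by 0.34 ± 0.05 (adjusted p 0.00395, and 1.46e-05 adjusted over the list alone), at 145 ± 4.68 CPM in EFF112 and 115 ± 6.31 CPM in EFF111. Its adjusted p ranged from 1.55e-07 to 0.0613 over the alternatives, the highest being that of limma on log2(FPKM + 1). S1pr1 (0.13 ± 0.057), Notch2 (0.05 ± 0.058), Dll1 (-0.36 ± 0.192) and Notch4 (-0.40 ± 0.313) did not pass an adjusted p of 0.05 over all genes or adjusted over the list alone. Their adjusted p values over all genes were 0.51, 0.845, 0.611 and 0.741. The study chose this list on these samples, so the second adjustment is not independent evidence. Dll4 was not tested, because it had at most 11 counts in any library.

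A set of 8 lists of genes written before the data were examined gave a summary by function. Each list was tested with camera, and p was adjusted over 32 tests (8 lists and 4 comparisons). A list of 14 vascular genes that the study named had a median log2 fold change of 1.32 in EFF111 (adjusted p 6.77e-08, with 11 of 12 tested genes higher) and 1.33 in EFF112 (adjusted p 1.35e-06, 11 of 12 higher) against Sham. Of its genes, 7 in EFF111 and 9 in EFF112 were past the threshold, and the same numbers were adjusted over the list alone. The study chose this list on these samples. Mmp9 rose from 1.17 ± 0.613 CPM to 6.75 ± 0.342 CPM in EFF111 and 7.5 ± 0.475 CPM in EFF112, and Hgf rose from 1.32 ± 0.307 CPM to 5.62 ± 0.561 CPM and 5.78 ± 0.807 CPM. Nrp2, Egr3, Itgb3, Ednra and Esm1 were past the threshold in both comparisons, and Calcrl and S1pr1 in EFF112 but not in EFF111. In the direct comparison Calcrl (0.25 ± 0.124, adjusted p 0.578) and S1pr1 (0.13 ± 0.057, adjusted p 0.51, unadjusted p 0.0341) were slightly higher in EFF112 than in EFF111 and not past the threshold, so that a small difference is neither shown nor excluded. With limma on log2(FPKM + 1), the log2 fold changes of Egr3 (0.92 and 0.79), Itgb3 (0.86 and 0.88) and Ednra (0.60 and 0.71) in EFF111 and EFF112, and of Calcrl (0.72) and S1pr1 (0.96) in EFF112, were under the fold change threshold. Calcrl (log2 fold change 1.09 ± 0.122 in EFF112) fell under the fold change threshold without EFF112 replicate 1 (0.98). Dll1 was lower in both (-0.60 ± 0.191 and -0.96 ± 0.156), and in EFF112 it passed the threshold without Sham replicate 3 (-1.03), Sham replicate 4, EFF112 replicate 1 or EFF112 replicate 3. Of the 14 genes, 4 are also in the notch list and 1 in the endothelial list. Ednra, Itgb3, Mmp9, Hgf and Nrp2 were lower in Sham than in Naive, with log2 fold changes of -5.00, -3.24, -3.36, -3.84 and -1.77. Dll1 and Notch2 went the other way and were past the threshold higher in Sham, with log2 fold changes of 3.02 and 1.25. In EFF112 against Naive, Ednra (-3.49), Itgb3 (-1.91), Hgf (-1.72) and Mmp9 (-0.63) stayed lower and Nrp2 (-0.008) was level. Of the other genes past the threshold against Sham in EFF112, Egr3 (0.80), Calcrl (1.15), S1pr1 (0.61) and Esm1 (at least 9.39-fold) were higher than in Naive.

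A list of 30 general endothelial genes, which leaves out the delivered factors, had a median of 0.15 in EFF111 (adjusted p 0.849, 9 of 13 tested genes higher) and 0.16 in EFF112 (adjusted p 0.986, 9 of 13 higher) against Sham. Of the 30, 17 were under 1 CPM in all 16 libraries, where the depth left small changes undetectable. Kdr (1.04 ± 0.319), Cd34 (-1.12 ± 0.168) and Ramp2 (-1.20 ± 0.239) were past the threshold in EFF111, and Ramp2 (-1.96 ± 0.252) in EFF112. The counts of 3 and 1 were the same adjusted over the list alone. Between EFF112 and EFF111 these genes had adjusted p values between 0.447 and 0.855. Pecam1 had at most 8 counts in any EFF library and was not tested. Cdh5 was at 0.406 ± 0.267 CPM in EFF111, 0.465 ± 0.291 CPM in EFF112 and at or under 3 counts in each Sham library. It was not tested against Sham, and its means were at least 2.22-fold higher in EFF111 and at least 2.54-fold higher in EFF112, set against the level of 3 counts in Sham. Fgf2 was lower in EFF111 (-0.47 ± 0.087, adjusted p 0.000705) and EFF112 (-0.43 ± 0.076, adjusted p 0.000387) than in Sham. Vegfd (chromosome X, 163156374 to 163185646) was at 43.7 ± 3.33 CPM in Sham, 17.5 ± 1.09 CPM in EFF111 and 15.4 ± 2 CPM in EFF112, with log2 fold changes of -1.31 ± 0.082 (adjusted p 5.91e-09) and -1.501 ± 0.092 (adjusted p 4.9e-09).

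Of the other lists, inflammatory genes were higher in EFF111 (median 0.46, adjusted p 9.2e-05, 14 of 19 genes) and EFF112 (0.67, adjusted p 3.68e-07, 17 of 19 genes) than in Sham, with Ptgs2 at 2.10 ± 0.082 and 2.67 ± 0.065. Proliferation genes were also higher (0.59 in each, adjusted p 1.04e-07 and 8.56e-08, 22 of 23 genes in each). Interferon genes were lower (-0.37 and -0.38, adjusted p 7.06e-10 and 1.99e-09), with 27 of 28 genes lower in each. Notch (0.38 and 0.24), p53 (0.06 and 0.05) and fibroblast (0.18 and 0.10) lists had adjusted p values between 0.217 and 0.944. Between EFF112 and EFF111, the inflammatory list was higher by a median of 0.21 (adjusted p 3.78e-15, 17 of 20 genes). Of its genes 6 had an adjusted p of at most 0.05 over all genes and 14 when adjusted over the list alone. Il6 (0.65 ± 0.047) and Ptgs2 (0.57 ± 0.064) had the highest values. Proliferation (0.09, adjusted p 0.0288) and interferon (-0.04, adjusted p 0.0423) genes passed the threshold with small medians. Endothelial, vascular, notch, p53 and fibroblast lists had medians between -0.10 and 0.05 and adjusted p values between 0.303 and 0.944.

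Camera used a preset correlation between genes. With fry, the results for the vascular, inflammatory, interferon and proliferation lists against Sham held, as did the inflammatory list between EFF112 and EFF111. With a correlation estimated from the data, the vascular list held in EFF111 and EFF112 against Sham, as did the inflammatory list between EFF112 and EFF111, while the inflammatory, interferon and proliferation lists against Sham did not. Over 14 alternatives the adjusted p of the vascular list ranged from 2.39e-11 to 0.015 in EFF111 and from 5.56e-09 to 0.0474 in EFF112. That of the inflammatory list between EFF112 and EFF111 ranged from 3.58e-15 to 0.015. The study chose the vascular list on these samples, so the p values of that list are not independent evidence under any setting.

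**Figure D4:**
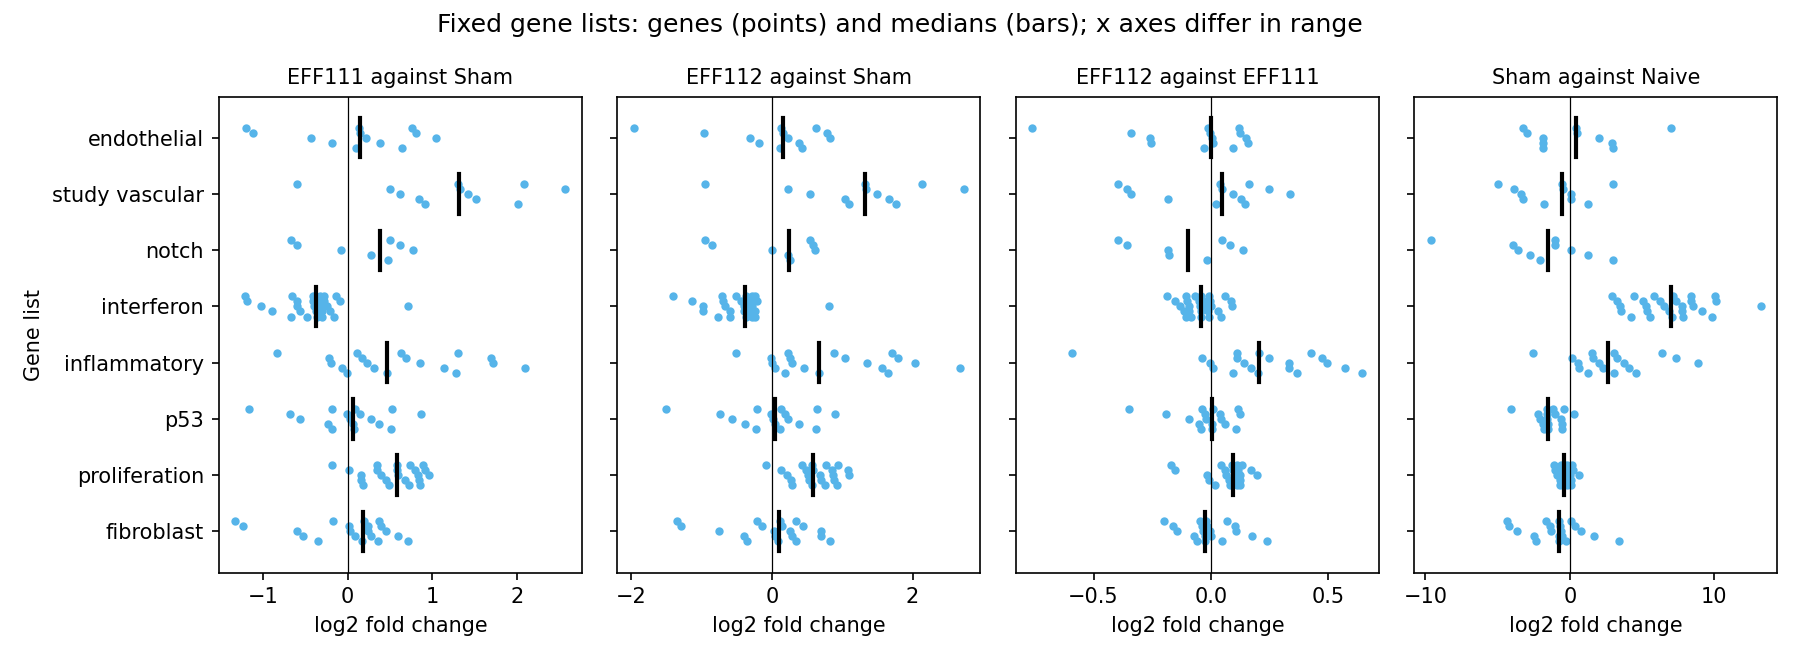
Log2 fold changes of the genes of each fixed list (points) and their median (black bars) in 4 comparisons. The x axes have different ranges, since interferon genes have a median of 6.97 in Sham against Naive and of -0.37 in EFF111 against Sham.

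The comparison of Sham with Naive was meant to show what electrotransfection with an empty vector changed. It also holds any difference in the cells used, which the design does not separate from transfection. Of 14866 genes tested, 2295 were higher and 2160 were lower in Sham. With no filter on low counts, 3259 were lower. Lcn2, Cnmd and Pcsk2 had the highest fitted fold changes under the rule for naming genes. They were at 6000 ± 361, 122 ± 7.34 and 118 ± 12 CPM in Sham and at or under 3 counts in every Naive library. They were thus at least 36000-fold, 729-fold and 708-fold higher. These bounds leave the rank of Cnmd and Pcsk2 open. On the log2 scale they are 9.51 and 9.47, below the fold change of Col2a1 (11.85), for example. Crabp1, Gpr149 and Tfpi2 were at 427 ± 6.5, 20.5 ± 2.49 and 29.8 ± 2.52 CPM in Naive and at or under 3 counts in every Sham library. Crabp1 was at least 2340-fold and Tfpi2 at least 163-fold lower in Sham, and the bound for Gpr149 was a log2 fold change of -6.81. Interferon genes had a median log2 fold change of 6.97 with all 28 genes higher (adjusted p 2.27e-14), and the median was the same with 1 gene set at its lower bound. Inflammatory genes had a median of 2.67 (adjusted p 3.08e-06, 17 of 18 genes higher, with 2 genes at their bound leaving it at 2.67). The p53 list was lower (-1.504, adjusted p 3.91e-06, 16 of 17 genes), as was the fibroblast list (-0.74, adjusted p 0.00229, 15 of 20 genes). The medians of the endothelial (0.42), vascular (-0.53), notch (-1.54) and proliferation (-0.37) lists had adjusted p values between 0.058 and 0.944. All 4 list results held under fry, and with an estimated correlation the p53 list held (its adjusted p ranged from 3.75e-09 to 0.0335 over 14 alternatives) and the interferon, inflammatory and fibroblast lists did not.

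The Sham and Naive cells also differed in Hox genes, which are expressed by position along the body, and in Y-linked genes. Of 32 Hox genes tested, 27 were past the threshold lower and 2 higher in Sham, with a median log2 fold change of -4.60 (-4.40 with the 4 genes at or under 3 counts in every Sham library set at their bound). For example, Hoxc8 was at 71.1 ± 4.91 CPM in Naive, and at 1.58 ± 0.469, 1.14 ± 0.429 and 1.09 ± 0.605 CPM in Sham, EFF111 and EFF112. Among Y-linked genes, Ddx3y was at 82.5 ± 4.76 CPM in Naive and 14.6 ± 1.46 CPM in Sham, and all 4 Y-linked genes examined were lower in Sham (median log2 fold change -2.44). Single Hox and Y-linked genes were chosen after their values were seen.

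**Figure D5:**
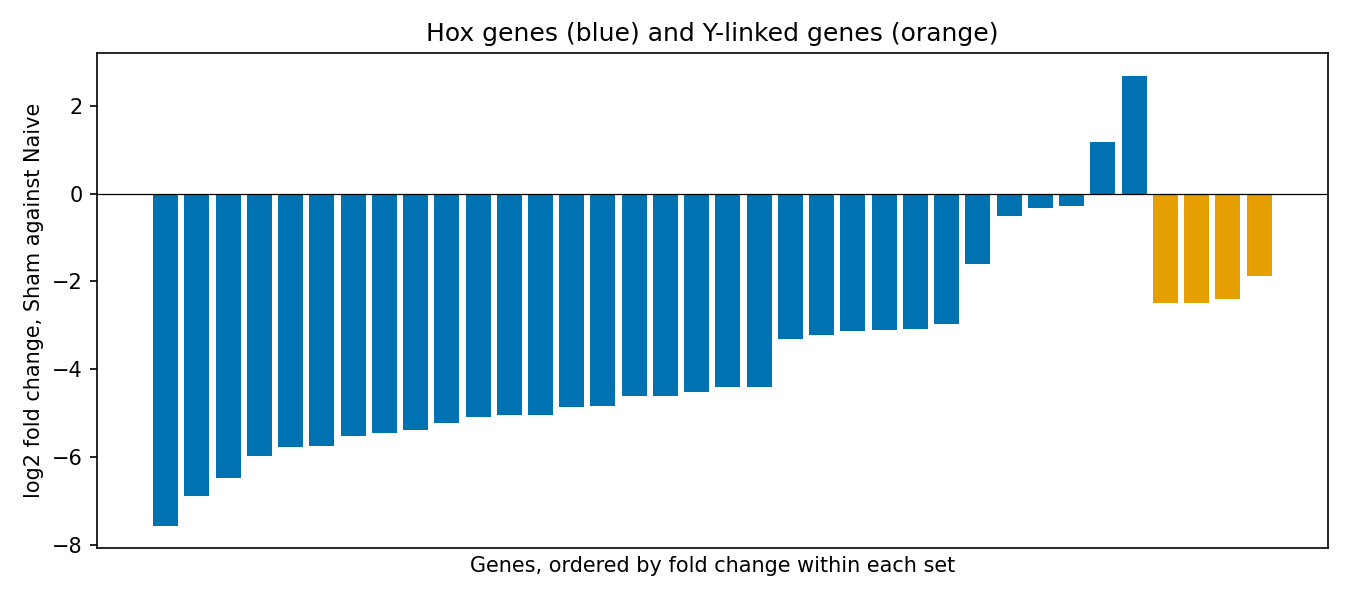
Fitted log2 fold changes in Sham against Naive of the 32 Hox genes tested (blue) and of 4 Y-linked genes (orange), with 1 bar per gene, ordered by fold change within each set along the x axis. Of the Hox genes, 27 are past the threshold lower in Sham and 2 higher, and 4 of the lower ones are at or under 3 counts in every Sham library.

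Against Naive, EFF111 had 2261 genes higher and 2011 lower of 15133 tested, and EFF112 had 2291 higher and 1988 lower of 15159. By fitted fold change, Lcn2 and Pcsk2 were among the 3 highest in each. Lcn2 was at least 13400-fold higher in EFF111 and 14100-fold higher in EFF112, and Pcsk2 was at least 1590-fold and 1620-fold higher. The third was Cnmd in EFF111 (at least 619-fold higher) and Ccl5 in EFF112 (log2 fold change 14.04 ± 0.079). Crabp1 and Pla2g7 had log2 fold changes of -10.98 ± 0.13 and -10.50 ± 0.096 in EFF111, and of -11.24 ± 0.124 and -10.84 ± 0.138 in EFF112. In EFF112 the value for Crabp1 was -12.66 with EFF112 replicate 2 left out, and that for Pla2g7 was -10.20 with EFF112 replicate 1 left out and -12.62 with EFF112 replicate 4 left out. Cyp4a12b was at least 68.2-fold lower in EFF111 and 70.7-fold lower in EFF112. The log2 fold changes of EFF112 against Sham and of Sham against Naive had an r of -0.353 across 14151 genes, while the same simulations, with Sham drawn anew and Naive kept, gave a mean of -0.0662 and values between -0.086 and -0.045. Of the genes past the threshold in both of these comparisons, 411 had opposite directions and 94 had the same direction.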

Values the study reported

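The study reported 373 up-regulated and 399 down-regulated genes for EFF 1:1:1 against sham-transfected cells. For EFF 1:1:2 against sham it reported 489 up-regulated and 431 down-regulated genes. Against untransfected control cells it gave about 2800 up-regulated and about 2700 down-regulated genes.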

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

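The tests of the Gapdh values were set before their own results were seen, but Gapdh itself was chosen after its values were seen. A library far from the other 3 of its group was found in 10 of 134 groups of 4 values (library totals, CPM of the named genes and CPM of Gapdh), where chance gives about 6.7. Gapdh accounts for 3 of the 10.

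Library totals stood apart in Sham replicate 4 (20.7 M, against 15.4 to 16.1 M in the others) and Naive replicate 1 (23.9 M, against 16.5 to 17.6 M). CPM values stood apart for Mmp1a in EFF111 replicate 4 (3.25, others 2.54 to 2.64), Fam107a in EFF111 replicate 2 (0.238, others 0), Serpina3n in EFF112 replicate 1 (24.0, others 19.5 to 20), Pla2g7 in EFF112 replicate 4 (0.433, others 0 to 0.0608) and Notch2 in Naive replicate 1 (86.3, others 75.3 to 77.0). These 7 are about the number that chance gives. No explanation, technical or biological, was tested for them. Leaving out the library in question changed no call of these 5 genes.

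Gapdh, the reference gene of the study's qRT-PCR, was at 60.4 CPM in EFF111 replicate 3 (others 11.9 to 14.7), at 16.7 CPM in EFF112 replicate 3 (others 214 to 255) and at 31.0 CPM in Naive replicate 4 (others 15.8 to 16.7). Its mean of 18.7 ± 7.86 CPM in Sham lay far below those of other glycolytic genes such as Aldoa (1090 ± 69.8 CPM) and Pgk1 (719 ± 87.9 CPM). A swapped label for EFF112 replicate 3 is argued against by 19 of 21 genes that differed between EFF112 and EFF111 without that library and placed it nearer to the other EFF112 libraries. Within EFF112, an exchange of counts with the 334 Gapdh-like pseudogenes in the table is argued against as well. Gapdh was higher by 224 CPM in EFF112 replicates 1, 2 and 4 than in replicate 3, while the summed pseudogenes did not fall in return (a change of -9.12 CPM, where a loss would be positive). Between groups the pseudogene sum differed, from 591 to 623 CPM in Naive and from 64.3 to 93.1 CPM in the transfected libraries, while Gapdh was at 15.8 to 31.0 CPM in Naive. Gapdh reads placed on pseudogenes in Naive therefore stay open. What also stays open is how reads with several matches were discarded, which was not tested because the reads were not analysed here. A biological change in Gapdh was not tested either. The log2 fold changes of Gapdh in EFF112 were 3.30 against Sham (adjusted p 0.00025), 3.24 against Naive (adjusted p 8.21e-07) and 2.90 against EFF111 (adjusted p 0.0511). They may reflect its uneven counting, a hypothesis that these values leave open.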

How the results depend on the processing

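The alternatives were chosen before the data were examined, and the cause of a change was not tested except where stated. The fold change threshold moved the counts by construction. At a log2 threshold of 2, genes higher and lower numbered 58 and 94 in EFF111 against Sham, 67 and 115 in EFF112 against Sham, 1154 and 1100 in Sham against Naive, 1119 and 1029 in EFF111 against Naive, and 1115 and 1015 in EFF112 against Naive. With no fold change threshold they numbered 1776 and 1767, 2395 and 2383, 5487 and 5446, 5652 and 5523, and 5967 and 5639, in the same order, and 21 and 5 in EFF112 against EFF111.

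On log2(FPKM + 1), which shrinks changes of low genes, they numbered 81 and 174, 103 and 189, 1388 and 1246, 1212 and 1167, and 1205 and 1174, in that order. The share of higher genes moved from 47.7% to 31.8% in EFF111 against Sham and from 51.3% to 35.3% in EFF112 against Sham. Foxc2 (0.661, adjusted p 0.12) and Nrp2 (0.313, adjusted p 0.0613) lost significance in EFF112 against EFF111 there. Over 15 alternatives Foxc2 had an adjusted p between 2.4e-35 and 0.12 and Nrp2 one between 1.55e-07 and 0.0613, and each kept its direction. With no filter, genes lower in Sham against Naive rose to 3259. In EFF112 against EFF111, where 0 genes were called, genes higher numbered 4 with no filter, 1 with all 16 libraries and 1 with protein-coding genes, and genes lower numbered 5 with no filter and 1 with DESeq2. Leaving out each library gave from 0 to 2 genes higher and from 0 to 6 lower (6 without EFF111 replicate 4), while 1348 genes had an unadjusted p under 0.05 with all libraries. Counts in the other comparisons moved by less than 1.5 times under DESeq2, RLE, upper-quartile scaling, all 16 libraries, protein-coding genes and each library left out. Of the 687 genes called in EFF111 against Sham 663 were called the same way by DESeq2, and of the 793 in EFF112 against Sham, 762.

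Replicate numbers did not pair the libraries. Deviations of same-numbered libraries from their group means correlated between -0.055 and 0.129. With the replicate number as a block, 342 genes were higher and 360 lower in EFF111 against Sham, 403 and 387 in EFF112 against Sham, and 0 and 0 in EFF112 against EFF111. The endothelial list's median in EFF112 against EFF111 became -0.0002 under the block, and no other design result changed its call.

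Fli1 in EFF112 against EFF111 had an adjusted p under 0.05 with DESeq2 (-0.30) and with no filter (-0.303), in a range from 8.84e-06 to 0.442 over 15 alternatives. Its absolute log2 fold change stayed under 1, and it lay between -0.362 and -0.206 with each library left out. Notch2 lay between -0.001 and 0.085 there. Dll4 had no fold change under the count filter. With no filter it was -0.649 ± 0.67 (adjusted p 0.75).

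Under fry, lists that passed the threshold in addition were notch in EFF111 (0.378) and EFF112 (0.242) against Sham, endothelial in EFF112 against Sham (0.159), in EFF112 against EFF111 (0.0013) and in Sham against Naive (0.422), and vascular (-0.533), notch (-1.544) and proliferation (-0.374) in Sham against Naive. Interferon (-0.042) and proliferation (0.094) in EFF112 against EFF111 no longer passed, nor did they with an estimated correlation. With that correlation interferon (-0.37 and -0.382), inflammatory (0.463 and 0.667) and proliferation (0.588 and 0.591) in EFF111 and EFF112 against Sham, and interferon (6.969), inflammatory (2.665) and fibroblast (-0.737) in Sham against Naive, also failed. With all 16 libraries, interferon in EFF112 against EFF111 failed (-0.041), p53 there changed sign (-0.0024) and notch in Sham against Naive passed (-1.556). With no filter, the endothelial list in Sham against Naive changed sign (-0.246) and proliferation passed (-0.378).

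Across fits that each left out a library in EFF112 against EFF111, list medians lay from -0.042 to 0.037 (endothelial), -0.0042 to 0.086 (vascular), -0.069 to -0.023 (interferon, adjusted p 0.00345 to 0.548), -0.032 to 0.021 (p53) and 0.039 to 0.157 (proliferation, adjusted p 4.2e-07 to 0.626). In Sham against Naive they lay from -1.627 to -1.496 (notch, passing without Naive replicate 4) and from -0.471 to -0.24 (proliferation, passing without Sham replicate 1).

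The correlation between EFF111 and EFF112 changes was 0.749 with no filter, 0.893 with all 16 libraries and from 0.928 to 0.949 with each library left out. That between EFF112 against Sham and Sham against Naive was -0.432 with no filter and -0.324 with all 16 libraries. These 2 settings test more genes, with lower counts; the cause was not tested further.

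Of the genes named singly, those that changed sign were near 0. Calcrl in Sham against Naive was -0.022 under upper-quartile scaling and lay from -0.004 to 0.126 with libraries left out. Nrp2 in EFF112 against Naive was 0.002 with no filter and lay from -0.03 to 0.019. Notch4 in Sham against Naive lay from -0.1 to 0.307, and in EFF112 against EFF111 Itgb3 lay from -0.018 to 0.053, Hgf from -0.037 to 0.105 and Cdh5 from -0.23 to 0.508. For the genes named singly, 12 other values became weaker and 6 stronger. The weaker ones include Egr3, Itgb3, Ednra, Calcrl and S1pr1 against Sham on log2(FPKM + 1), where they fell under the fold change threshold.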

Other observations

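The tests of strain variants, of clock phase, of sex mix and scaling in the EFF cultures and of the response to plasmid DNA were chosen only after their results were seen. Genes named in this part outside the delivered factors and fixed lists were chosen after their values were seen. The number of other splits of the same 8 libraries that gave as many genes past the threshold was counted for each comparison. For EFF111 against Sham, EFF112 against Sham, Sham against Naive, EFF111 against Naive and EFF112 against Naive, 1 of the 35 splits (the real one) gave as many, and every other split gave 0 genes. For EFF112 against EFF111, where the real split gave 0 genes, all 35 splits gave as many and the highest other gave 4. At an adjusted p alone, 1 of the 35 splits gave as many as the 26 genes of the real one, and the highest other gave 10.

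The transfected groups lay far from Naive, and the values argue that the distance may not come from transfection alone. Library size is argued against, since all 4 Naive totals lay within the range of the 12 transfected libraries. A few genes taking most of the counts are argued against, since upper-quartile scaling left 4424 genes past the threshold in Sham against Naive (4455 with TMM). Gene length bias is argued against, since 4340 of the 4455 genes kept their change after a length trend was removed. Strain variants that misplace reads could not be decided on. Of 650 processed pseudogenes, 72 changed at least 8-fold, which put their share at percentile 0.04 of 10000 random gene lists matched on expression. The matched genes changed widely themselves in this comparison (15.7% on average at least 8-fold), so a low rank cannot exclude a strain difference. Single pseudogenes do differ, such as Gm13394 (2.99 ± 0.414 CPM in Sham, 580 ± 14.6 CPM in Naive) and Gm5345 (15.3 ± 2.71 CPM in Sham, 0 CPM in Naive), so a difference in strain or donor beside other causes stays open. Macrophages in the transfected cultures are argued against, since 6 of 10 tested macrophage genes were past the threshold lower in Sham and 3 higher, and Lyz2 was at 6.25 CPM in Sham and 16.3 CPM in Naive.

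Values that go with a different origin of the cells were found. The median absolute log2 fold change of 32 Hox genes, which keep a fibroblast's position in the body, was 4.60 in Sham against Naive and lay above all of the 10000 matched random lists (percentile 100, highest random median 1.65). Counted by direction alone, 30 Hox genes were lower and 2 higher under RLE and upper-quartile scaling, as with TMM. By direction, DESeq2 gave 37 lower and 2 higher, and log2(FPKM + 1) gave 27 lower and 2 higher. Past the threshold, DESeq2 had 32 lower and 2 higher of 39 tested. On log2(FPKM + 1), 22 were past the threshold lower and 1 higher of 29 tested, with a median of -1.9. The 4 Y-linked genes had a median log2 fold change of -2.44 and Xist one of 0.56. In EFF112 against Sham the median of the Y-linked genes was -0.128, and 0 of the 4 were past the threshold, with adjusted p values between 0.421 and 0.531. A candidate explanation is that the Naive libraries came from another lot or mix of embryos than the transfected ones. In that case the counts of genes against Naive would hold differences in cell source beside those of transfection. Cartilage cells among the transfected cells cannot be told apart from a change in the fibroblasts. Col2a1 was at 1540 ± 149 CPM in Sham and 0.4 ± 0.123 CPM in Naive, and 9 of 10 tested cartilage genes were higher, but 6 of the 16 listed (Hapln1 and Matn1 among them) were under 1 CPM in Sham, and the level that each should reach is not known. Transfection itself, which the design confounds with any difference in source, stays open. The interferon list's rise, for example, has no separate test.

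Glucocorticoid-type genes were lower in both EFF groups than in Sham. Fkbp5 was at 210 ± 15.7 CPM in Sham, 7.98 ± 1.09 CPM in EFF111, 7.78 ± 1.7 CPM in EFF112 and 43.0 ± 1.86 CPM in Naive, and Zbtb16 was at 49.6 ± 9.7, 1.99 ± 0.475, 1.79 ± 0.482 and 0 CPM. In a list of 16 other glucocorticoid-induced genes, not among those first noticed, 14 of 15 tested were lower in EFF111 (median -0.92) and 13 of 15 in EFF112 (median -0.802, unadjusted camera p 3.13e-11, fry p 2.7e-09, 0.00056 with an estimated correlation), with 7 past the threshold in each. Tsc22d3 was at 154 ± 8.3 CPM in Sham, 23.9 ± 0.91 CPM in EFF111 and 20.2 ± 1.17 CPM in EFF112. Angptl4 was higher in both, and Ddit4 was 0.02 higher in EFF112. Less mRNA of the receptor is argued against, since Nr3c1 was higher in EFF112 by 0.605 on the log2 scale. Another sex mix is argued against as the whole cause by the Y-linked median of -0.128 given above. Xist was higher by 0.33 in EFF112 (adjusted p 0.0438) and by 0.15 in EFF111 (adjusted p 0.462), so a small shift in the mix stays open. Scaling is argued against by a median of -0.785 under upper-quartile scaling. Cells of another strain stay open. In EFF112, the 2 of 607 processed pseudogenes that changed at least 8-fold (percentile 9.18 of matched lists) were too few to decide. In EFF111, 1 of 614 did (percentile 1.12). That low share rests on 1 gene and on the same kind of matched lists, so it does not decide either. Gm5300 was at 2.55 ± 0.459 CPM in Sham, 0.0638 CPM in EFF111 and 0.0665 CPM in EFF112. The values are consistent with less glucocorticoid signalling in the EFF cultures than in Sham, as a hypothesis. Whether it came from the factors or from a difference in medium or handling was not tested, since each group was a set of cultures of its own. The list was also higher in Sham than in Naive (median 2.53, 12 of 15 genes).

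Clock genes differed between the EFF groups and Sham. Dbp was at 5.15 ± 1.63 CPM in Sham, 62.7 ± 7.61 CPM in EFF111 and 57.4 ± 5.42 CPM in EFF112. All 9 tested genes of the activator-driven arm (such as Per3 and Nr1d1) were higher in EFF112 (median 1.30), and the genes repressed by Nr1d1 had a median of -1.61, with Arntl and Npas2 lower and Clock at 0.07. In EFF111 the medians were 1.27 and -1.56. Per1, a clock gene that was also on the list of glucocorticoid-induced genes, went the other way from Per3, with log2 fold changes of -1.29 in EFF111 and -1.27 in EFF112. Whether the cultures were at another phase of the circadian clock stays open, since these genes were chosen after the pattern was seen. The hour at which cells were collected is not given, and a link to the glucocorticoid-type genes was not tested.

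The inflammatory list was higher in EFF112 than in EFF111 (median 0.21), with Il6 (0.65 ± 0.047) and Ptgs2 (0.57 ± 0.064) at its highest values. Nos2, which is not on the list, was higher by 0.82 ± 0.1. A response to more plasmid DNA and an effect of Foxc2 cannot be told apart, since the Foxc2 plasmid was the part that was raised. The interferon list, which plasmid DNA could raise, had a median of -0.042 in the same comparison. Interferon genes were already high in Sham, so this value does not decide.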
